# Limited Effects of an *eIF2α* ^**S51A**^ Allele on Neurological Impairments in the 5xFAD Mouse Model of Alzheimer's Disease

**DOI:** 10.1155/2015/825157

**Published:** 2015-03-26

**Authors:** Katharina Paesler, Kan Xie, Moritz M. Hettich, Magdalena E. Siwek, Devon P. Ryan, Susanne Schröder, Anna Papazoglou, Karl Broich, Ralf Müller, Astrid Trog, Alexander Garthe, Gerd Kempermann, Marco Weiergräber, Dan Ehninger

## Abstract

Alzheimer's disease (AD) has been associated with increased phosphorylation of the translation initiation factor 2*α* (eIF2*α*) at serine 51. Increased phosphorylation of eIF2*α* alters translational control and may thereby have adverse effects on synaptic plasticity, learning, and memory. To analyze if increased levels of p-eIF2*α* indeed promote AD-related neurocognitive impairments, we crossed 5xFAD transgenic mice with an *eIF*2*α* ^*S*51A^ knock-in line that expresses the nonphosphorylatable eIF2*α* variant *eIF*2*α* ^*S*51A^. Behavioral assessment of the resulting mice revealed motor and cognitive deficits in 5xFAD mice that were, with the possible exception of locomotor hyperactivity, not restored by the *eIF*2*α* ^*S*51A^ allele. Telemetric intracranial EEG recordings revealed no measurable effects of the *eIF*2*α* ^*S*51A^ allele on 5xFAD-associated epileptic activity. Microarray-based transcriptome analyses showed clear transcriptional alterations in 5xFAD hippocampus that were not corrected by the *eIF*2*α* ^*S*51A^ allele. In contrast to prior studies, our immunoblot analyses did not reveal increased levels of p-eIF2*α* in the hippocampus of 5xFAD mice, suggesting that elevated p-eIF2*α* levels are not a universal feature of AD models. Collectively, our data indicate that 5xFAD-related pathologies do not necessarily require hyperphosphorylation of eIF2*α* to emerge; they also show that heterozygosity for the nonphosphorylatable *eIF*2*α* ^*S*51A^ allele has limited effects on 5xFAD-related disease manifestations.

## 1. Introduction

Alzheimer's disease (AD) is associated with progressive cognitive and neurological impairments. Synaptic dysfunction downstream of toxic amyloid species is thought to play a major role in altered brain function and cognitive impairments in AD [1].

A growing body of literature suggests that translational regulatory mechanisms are disrupted in AD [2–4]. More specifically, AD has been associated with elevated phosphorylation levels of the eukaryotic translation initiation factor 2*α* (eIF2*α*). Hyperphosphorylation of eIF2*α* has been observed in postmortem samples derived from subjects affected by AD [5–7]. Studies in AD mouse models that are based on rare familial mutations associated with high risk for AD (i.e., mice overexpressing mutant amyloid precursor protein and/or presenilin) have indicated that eIF2*α* hyperphosphorylation can be seen in some of these disease models as well [6–8]. eIF2*α* is phosphorylated in the context of cellular stress responses, such as the endoplasmic reticulum (ER) unfolded protein response (UPR); increased eIF2*α* phosphorylation then leads to a general inhibition of protein synthesis [9]. In addition, elevated eIF2*α* phosphorylation favors the translational expression of certain mRNAs, including activating transcription factor 4 (ATF4) [10].

*De novo* protein synthesis is well known to play import roles in the establishment of long-lasting synaptic plasticity and the formation of long-term memory [11, 12]. Hyperphosphorylation of eIF2*α* may interfere with protein synthesis-dependent forms of plasticity and memory formation by inhibiting* de novo* protein synthesis [13]. Additionally, eIF2*α* hyperphosphorylation may perturb synaptic plasticity and memory formation by suppressing cAMP response element binding protein- (CREB-) dependent gene expression via upregulation of ATF4 [13]. These considerations suggest that p-eIF2*α*-mediated translational and transcriptional effects may contribute to altered plasticity and cognitive dysfunction in AD. Indeed, it has been reported that the genetic removal of either of two different eIF2*α* kinases (PRKR-like endoplasmic reticulum kinase, Perk, and general control nonderepressible 2, Gcn2) restores plasticity and memory impairments in an APP/PS1 mouse model of AD [14].

We, here, set out to explore the role of eIF2*α* phosphorylation in Alzheimer's pathogenesis by crossing the 5xFAD mouse model [15] with an *eIF*2*α* ^S51A^ knock-in line [16], in which eIF2*α* cannot be phosphorylated on the mutant allele due to substitution of serine at residue 51 by alanine. While most mouse model studies have looked at kinases upstream of eIF2*α* [14, 17], we were interested in analyzing the effects of a nonphosphorylatable *eIF*2*α* ^S51A^ allele on disease progression in an AD mouse model. eIF2*α* phosphorylation globally inhibits protein synthesis and thereby attenuates the flow of new protein into the endoplasmic reticulum under conditions of ER stress [16]. Mouse embryonic fibroblasts (MEFs) derived from *eIF*2*α* ^S51A/S51A^ animals lack a global repression of protein synthesis, as well as an induction of UPR-inducible genes during ER stress [16]. As a consequence, viability under ER stress is much reduced in *eIF*2*α* ^S51A/S51A^ cells compared to wild-type control cells [16]. Homozygous *eIF*2*α* ^S51A^ mutant mice were found to die after birth, likely due to extended hypoglycemia caused by defective gluconeogenesis [16]; heterozygous *eIF*2*α* ^S51A^ mutants do not exhibit compromised viability. 5xFAD mice overexpress (under control of Thy1 promoter) both mutant human* APP* with the Swedish (K670N, M671L), Florida (I716V), and London (V717I) familial Alzheimer's disease (FAD) mutations and human* PSEN1* harboring two FAD mutations (M146L and L286V) [15]. These animals show early and progressive amyloid deposits (beginning at 2 months), gliotic and inflammatory changes, neuronal loss, and neurocognitive impairments [15].

## 2. Material and Methods

### 2.1. Animals

5xFAD mice (genetic background: B6/SJL) overexpress mutant forms of human* APP* (the Swedish mutation: K670N, M671L; the Florida mutation: I716V; the London mutation: V717I) and mutant* PSEN1* (M146L, L286V) [15]. *eIF*2*α* ^+/S51A^ mice (genetic background: C57BL/6J) were generated as previously described [16]. 5xFAD mice were crossed with *eIF*2*α* ^+/S51A^ mice, yielding animals of four different genotypes: wild-type, 5xFAD, 5xFAD;*eIF*2*α* ^+/S51A^, and *eIF*2*α* ^+/S51A^. Our studies were performed using heterozygous *eIF*2*α* ^S51A^ mutant mice because homozygous *eIF*2*α* ^S51A^ mutants die shortly after birth [16] and are therefore not suitable to address the aims of the present paper.

One cohort of animals was generated for behavioral and neurological assessments. Tests were conducted in the following order/at the following age of the animals: open field (8 months, 11 months), wire hang test (10-11 months), tail suspension test (10-11 months), Morris water maze (12 months), and contextual fear conditioning (13-14 months). Ages of animals used for electrophysiological, biochemical, and gene expression analyses are provided in the respective sections below (see below). The present study was approved by “Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen” (Recklinghausen, Germany).

### 2.2. Tail Suspension Test

Assessment of pathological hindlimb clasping was performed using the tail suspension test. Hindlimb movements in the test were assigned to one of the four following categories: 1 = normal hindlimb movements, 2 = intermittent clasping of one hindlimb, 3 = intermittent clasping of both hindlimbs, and 4 = enduring clasping of both hindlimbs. Statistical analysis was performed by ordered logistic regression with the factors of 5xFAD genotype (5xFAD transgenes present versus absent) and eIF2*α* genotype (*eIF*2*α* ^+/S51A^ versus* eIF2α* ^+/+^).

### 2.3. Wire Hang Test

Mice were placed on a wire cage lid, which was turned upside down and positioned about 25 cm above an empty cage. Latency to fall was recorded with a maximum duration of 10 min. Mice received one trial per day over a period of 3 days (latencies were averaged across these trials). Statistical analysis was performed using two-way ANOVA with the between-subjects factors 5xFAD genotype (5xFAD transgenes present versus absent) and eIF2*α* genotype (*eIF*2*α* ^+/S51A^ versus* eIF2α* ^+/+^).

### 2.4. Open Field

To assess motor activity in a novel environment, mice were placed in an open field (27.5 cm × 27.5 cm × 20 cm) for 20 min on each of 3 consecutive days. The distance travelled was recorded using the EthoVision XT video tracking system (Noldus, Wageningen, Netherlands) and an average across all 3 sessions was calculated for each animal. Statistical analysis was performed using two-way ANOVA with the between-subjects factors 5xFAD genotype (5xFAD transgenes present versus absent) and eIF2*α* genotype (*eIF*2*α* ^+/S51A^ versus* eIF2α* ^+/+^).

### 2.5. Morris Water Maze

Mice were trained on a hidden version of the Morris water maze (Ø 135 cm). In this task animals learned to find an escape platform (Ø 10 cm) hidden underneath the water surface in a constant location of the pool. Mice received 6 training trials per day for 7 consecutive days. Training trials were completed when the animal had reached the escape platform or when 60 s were elapsed, whichever came first. During training trials, animals were started from randomly alternating starting positions. If animals did not manage to get on the escape platform within 60 s, they were gently guided to the escape platform. There was a 15 s posttrial period on the escape platform. To test how well the animals had learned the position of the escape platform, we gave a probe trial at the end of training day 7. During the probe trial the platform was removed from the pool and the swim pattern was analyzed (with respect to quadrant occupancy and target crossings). After completion of the 7 days of hidden training, we gave one day of cued training (6 trials), during which the platform position was indicated by a visible cue. Swim patterns of mice were recorded using the EthoVision XT video tracking system (Noldus, Wageningen, Netherlands). Time spent in quadrants and target crossings were analyzed using the built-in features of the software. Further analyses were done based on the raw time-tagged xy-coordinates using Matlab (The Mathworks). Search strategies were classified according to parameters described in a previous study [18], originally based on [19]. Search strategies were defined by no more than two quantitative parameters that were chosen to reflect the unique abstract properties of a given strategy and that were not dependent on the specific pool dimensions used. Statistical analysis of the groups was done by three-way repeated-measures ANOVA with the between-subjects factors 5xFAD genotype (5xFAD transgenes present versus absent) and eIF2*α* genotype (*eIF*2*α* ^+/S51A^ versus* eIF2α* ^+/+^) and one of the following within-subjects factors: training trials (for the analysis of the escape latency curves); quadrants (for the analysis of probe trial data, i.e., target crossings and quadrant occupancy, resp.).

### 2.6. Contextual Fear Conditioning

Mice were placed in a conditioning chamber (Med Associates, St. Albans, Vermont, USA) for 3 min and received foot shocks (0.75 mA, 2 s) after minutes 1 and 2. One day later, for testing, mice were again placed in the conditioning chamber for a period of 3 min. Freezing behavior and activity levels during the baseline (i.e., first minute on the training day) and the test were recorded and analysed using Video Fear Conditioning software (Med Associates, St. Albans, Vermont, USA). Due to differences in baseline activity levels between groups (data not shown), we do not report freezing scores but report activity suppression ratios instead, which were calculated as follows: activity_test_/(activity_baseline_ + activity_test_). Statistical comparison of the groups was performed by two-way ANOVA with the between-subjects factors 5xFAD genotype (5xFAD transgenes present versus absent) and eIF2*α* genotype (*eIF*2*α* ^+/S51A^ versus* eIF2α* ^+/+^).

### 2.7. Radiotelemetric EEG Recordings

Mice (>10 months of age) were anesthetized by intraperitoneal injection containing ketamine (KetanestR, Parke-Davis/Pfizer, Germany)/xylazine (RompunR 2%, Bayer Vital, Germany) at 100/10 mg/kg. For measuring of the electroencephalogram (EEG), TL11M2-F20-EET 2-channel transmitters (technical specification: 3.9 g, 1.9 cc; Data Science International (DSI), USA) were implanted into a subcutaneous pouch on the back of the animals. The first channel was used to target the primary motor cortex region (M1). A differential epidural electrode was placed at the following stereotaxic coordinates: (M1-) lead bregma +1 mm, lateral of bregma 1.5 mm (left hemisphere). For deep brain recordings targeting the hippocampal CA1 region, the differential electrode of channel 2 was positioned as follows: (CA1-) lead, bregma −2 mm, lateral of bregma 1.5 mm (right hemisphere), dorsoventral (depth) 1.5 mm. For both channels, epidural reference electrodes were placed at bregma −6 mm, lateral of bregma 1 mm (left hemisphere), and bregma −6 mm, lateral of bregma 1 mm (right hemisphere). Electrodes were fixed at the neurocranium using glass ionomer cement (Kent Express, UK), and the scalp was closed using over and over sutures (Ethilon, 6-0). A detailed description of the implantation procedure is available in a previous publication [20]. For postoperative pain management carprofen (5 mg/kg; Rimadyl, Pfizer, Germany) was administered subcutaneously to the animals.

Following a 10-day recovery period, simultaneous video-EEG recordings from the motor cortex (M1) and the hippocampal CA1 region were performed for 48 h using Dataquest ART 4.2 software (DSI) at a sampling rate of 500 Hz with no* a priori* filter cut-off.

For further analyses, data were processed using Neuroscore 2.1 (DSI). Seizure analyses and calculations were performed using Neuroscore Spike Train Detector, that is, a seizure detection module. Seizure protocols contained total number of episodes and spikes, spike frequency, total spike train duration, and shortest and longest spike train duration.

### 2.8. Histology and Immunostaining

Mice (13 months old) were anaesthetized by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (7 mg/kg). For perfusion, the bloodstream was rinsed with sterile 0.9% sodium chloride and organs were fixed using 4% paraformaldehyde (PFA) in phosphate buffered saline (PBS). Brains were dissected and postfixed in 4% PFA in PBS overnight at 4°C and dehydrated in 30% sucrose in PBS at 4°C. Coronal brain sections of 40 *μ*m thickness were cut using a sliding microtome (Leica, Wetzlar, Germany) and were stored in cryoprotectant buffer (0.05 M phosphate buffer, 25% glycerol, and 25% ethylene glycol) at −20°C. Brain sections spaced 240 *μ*m apart were transferred into Tris-buffered saline (TBS), washed twice for 5 min and incubated in 0.6% H_2_O_2_ in TBS for 30 min. Sections were then washed three times in TBS for 5 min. For blocking, sections were incubated for 30 min in TBS-plus (TBS, 0.1% Triton X-100, and 3% donkey serum). Next, sections were incubated with primary antibody (rabbit anti-choline acetyltransferase (ChAT), 1 : 100, Millipore, Darmstadt, Germany) in TBS-plus for 48 h at 4°C, washed twice in TBS for 5 min, and blocked in TBS-plus for 45 min. This was followed by a 1-hour incubation step (at room temperature) in TBS-plus containing biotin-conjugated secondary antibody (donkey anti-rabbit, 1 : 500, Jackson ImmunoResearch Laboratories, West Grove, PA, USA). Sections were then washed three times in TBS for 5 min and incubated in 3,3′-diaminobenzidine (DAB) for 2 min using the DAB Substrate Kit (Roche, Mannheim, Germany). To stop the peroxidase reaction, sections were washed in tap water and TBS. Next, sections were mounted on glass slides, dehydrated in an ascending series of alcohol (twice 70%, once 96%, and twice 100% Ethanol), cleared in xylene, and covered with a coverslip. Stereological analysis of brain sections was performed using a bright field microscope Eclipse 90i (Nikon, Düsseldorf, Germany). Immunoreactive neurons within the medial septum (MS) and vertical limb of the diagonal band of Broca (VDB) were quantified using the software Stereo Investigator (MBF Bioscience, Magdeburg, Germany). Statistical analysis was performed via two-way ANOVA with the between-subjects factors 5xFAD genotype (5xFAD transgenes present versus absent) and eIF2*α* genotype (*eIF*2*α* ^+/S51A^ versus* eIF2α* ^+/+^).

### 2.9. Immunoblot Analysis

Hippocampal samples were taken from 14- to 15-month-old mice after cervical dislocation and snap-frozen in liquid nitrogen. Each sample was homogenized in 250 *μ*L lysis buffer containing RIPA buffer, Phospho-Stop (Roche, Mannheim, Germany), Protease-Inhibitor (Roche, Mannheim, Germany), 50 mM sodium fluoride, and 5 mM sodium orthovanadate and incubated on a rotator for 30 min at 4°C. Samples were centrifuged at 14000 rpm for 15 min at 4°C. Protein concentration was determined using the Pierce BCA protein assay kit (Thermo Fisher Scientific, Bonn, Germany). If not stated otherwise, 15 *μ*g protein was loaded on 10% tris glycine gels (APP, ChAT, eIF2*α*) or 16% tris tricine gels (CTF) for PAGE. Proteins were transferred onto a polyvinylidene difluoride (PVDF) membrane and incubated in TBS with 10% Western Blocking Reagent (Roche, Mannheim, Germany) for 1 h. Incubation of PVDF membrane in primary antibody (rabbit anti-eIF2*α*, 1 : 2000, Cell Signaling, Danvers, MA, USA; rabbit anti-p-eIF2*α*, 1 : 2000, Cell Signaling, Danvers, MA, USA; rabbit anti-APP, 1 : 1000, Cell Signaling, Danvers, MA, USA; rabbit anti-CTF, 1 : 1000, Sigma-Aldrich, Taufkirchen, Germany; goat anti-ChAT, 1 : 1000, Millipore, Darmstadt, Germany; mouse anti-A*β*, clone 6E10, 1 : 1000, Covance, Princeton, NJ, USA; mouse anti-*α*-tubulin, 1 : 20000, Abcam, Cambridge, UK; mouse anti-*β*-actin, 1 : 5000, MP Biomedicals, Solon, OH, USA) in TBS with 5% Western Blocking Reagent was carried out overnight at 4°C. After multiple washing steps in TBS with 0.1% Tween-20, membranes were incubated in horseradish peroxidase-conjugated secondary antibody (donkey anti-rabbit IgG, 1 : 1000, Jackson ImmunoResearch Laboratories, West Grove, PA, USA; donkey anti-mouse IgG, 1 : 1000, Jackson ImmunoResearch Laboratories, West Grove, PA, USA; donkey anti-goat IgG, 1 : 10000, Jackson ImmunoResearch Laboratories, West Grove, PA, USA) in TBS with 5% Western Blocking Reagent (for 1 h at room temperature or overnight at 4°C). Next, membranes were washed several times in TBS with 0.1% Tween-20. Immunosignals were detected using enhanced chemiluminescence (Amersham ECL Western Blotting Detection Reagents, GE Healthcare, Munich, Germany, or SuperSignal West Femto Maximum Sensitivity Substrate, Thermo Fisher Scientific, Bonn, Germany) and were quantified using a Chemidoc XRS imager (Bio-Rad, Munich, Germany). Densitometric analysis was performed using Image Lab software (Bio-Rad, Munich, Germany). Proteins were normalized to *α*-tubulin or *β*-actin, and phosphorylated proteins were normalized to their respective total proteins. eIF2*α* and p-eIF2*α* were detected on different blots together with the respective loading controls. Statistical analysis was accomplished by *t*-test or two-way ANOVA with the between-subjects factors 5xFAD genotype (5xFAD transgenes present versus absent) and eIF2*α* genotype (*eIF*2*α* ^+/S51A^ versus* eIF2α* ^+/+^), as appropriate.

### 2.10. A*β* Enzyme-Linked Immunosorbent Assays (ELISA)

Hippocampal homogenates in RIPA buffer (as described above) were used for quantitative analysis of the two abundant species of amyloid *β* (A*β*), A*β*40 and A*β*42, using ELISA kits (Life Technologies, Carlsbad, CA, USA) according to manufacturer's instructions. Amounts of A*β* peptides were subsequently normalized to protein concentration of the respective sample.

### 2.11. RNA Extraction and Affymetrix Microarray Procedures

Microarray experiments were carried out using GeneChip Mouse Exon 1.0 ST v1 Expression Chip (Affymetrix). These exon arrays contain 6.553.600 probes with a coverage density of 4 probes for each exon of all known and predicted genes of the mouse genome. Mouse hippocampal tissue of 14- to 15-month-old mice was processed with the RNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions. RNA integrity was determined with Agilent's Bioanalyzer and only samples with integrity numbers between 9.2 and 10 were chosen for downstream applications. Arrays were washed and stained according to the manufacturer's recommendations. Labeled and purified cDNA was fragmented (5.5 *μ*g) and subsequently hybridized to the arrays before scanning in a GeneChip 3000 7G scanner (Affymetrix). Normalization to the median of all samples, background correction as well as statistical analysis, was performed with GeneSpringGX software (Agilent technologies). An implemented GC-RMA algorithm was applied on all chips to summarize probe level information. Microarray data were analyzed using moderated *t*-tests. Benjamini Hochberg FDR was employed and comparisons with a *P* value <0.02 were considered statistically significant. Differentially regulated transcripts with a fold change (FC) greater than 1.6 were then subjected to hierarchical clustering analysis in order to visualize gene expression changes across groups. Array data are available in the GEO database under GSE50521. DAVID [21, 22] was used to carry out gene ontology enrichment analyses in the gene set differentially expressed between 5xFAD and wild-type controls. In addition, we used ingenuity pathway analysis to help define common features of genes differentially expressed in 5xFAD hippocampus.

### 2.12. Cell Culture

Confluent SHSY5Y wild-type cells in 6-well plates were treated with vehicle (ddH_2_O) for 15 min or with 2 mM dithiothreitol (DTT) for 15 or 60 min. After treatment cells were washed with PBS, detached with Trypsin/EDTA, and centrifuged at 500 ×g for 5 min at 4°C. Pelleted cells were resuspended in 100 *μ*L lysis buffer (TBS, 1% Triton X-100, Protease-Inhibitor (Roche, Mannheim, Germany), and Phospho-Stop (Roche, Mannheim, Germany)) and incubated on ice for 30 min. Cell homogenates were centrifuged at 10000 ×g for 10 min at 4°C. The supernatant was used for immunoblot analysis.

## 3. Results

In order to test if increased eIF2*α* phosphorylation contributes to cognitive dysfunction and disease progression in 5xFAD mice, we crossed these mice with an *eIF*2*α* ^S51A^ knock-in line [16], in which eIF2*α* cannot be phosphorylated on one allele due to substitution of serine at residue 51 by alanine.

We performed immunoblot analyses to measure the abundance of p-eIF2*α* (i.e., eIF2*α* phosphorylated at serine 51), total eIF2*α*, APP, and APP cleavage products in lysates prepared from hippocampal tissue of 5xFAD, 5xFAD;*eIF*2*α* ^+/S51A^, and *eIF*2*α* ^+/S51A^ animals as well as wild-type controls. Unexpectedly but in agreement with one other recent study [23], our analyses showed no significant effect of the 5xFAD transgenes on p-eIF2*α* levels (Figure 1(a); two-way ANOVA with between-subjects factors 5xFAD genotype and eIF2*α* genotype, effect of 5xFAD genotype, *P* = 0.15). Additional experiments showed the expected [24] increase in p-eIF2*α* abundance in cells treated with 2 mM DTT (see Supplementary Figure 1 in the Supplementary Material available online at http://dx.doi.org/10.1155/2015/825157; one-way ANOVA with treatment as between-subjects factor, *P* = 0.01), indicating that our experimental settings were suited, in principle, to detect eIF2*α* hyperphosphorylation. Consistent with previously published work [7], the 5xFAD transgenes affected total eIF2*α* levels with slightly increased eIF2*α* abundance in animals bearing the 5xFAD transgenes (Figure 1(a); two-way ANOVA with between-subjects factors 5xFAD genotype and eIF2*α* genotype, effect of 5xFAD genotype, *P* = 0.01). The eIF2*α* phosphorylation status did not differ significantly between heterozygous carriers of the *eIF*2*α* ^S51A^ mutation and animals carrying two wild-type* eIF2α* alleles (Figure 1(a); two-way ANOVA with between-subjects factors 5xFAD genotype and eIF2*α* genotype, effect of eIF2*α* genotype, *P* = 0.62). These biochemical findings suggest that an excessive eIF2*α* phosphorylation is not a universal feature of AD mouse models, such as 5xFAD mice, and they also indicate that the heterozygous *eIF*2*α* ^S51A^ mutation is not necessarily sufficient to suppress hippocampal eIF2*α* phosphorylation.

Further immunoblot analyses showed no clear effects of the *eIF*2*α* ^S51A^ mutation on the abundance of total APP (Figure 1(b); two-way ANOVA with between-subjects factors 5xFAD genotype and eIF2*α* genotype, effect of eIF2*α* genotype, *P* = 0.31), human APP (Figure 1(b); *t*-test, 5xFAD versus 5xFAD;*eIF*2*α* ^+/S51A^, *P* = 0.97), and APP cleavage products (Figure 1(c); *α*-CTF, *t*-test, 5xFAD versus 5xFAD;*eIF*2*α* ^+/S51A^, *P* = 0.66; *β*-CTF, *t*-test, 5xFAD versus 5xFAD; *eIF*2*α* ^+/S51A^, *P* = 0.39). ELISA analyses showed no group differences regarding hippocampal A*β*40 and A*β*42 concentrations (Figure 1(d); A*β*40, *t*-test, 5xFAD versus 5xFAD;*eIF*2*α* ^+/S51A^, *P* = 0.90; A*β*42, *t*-test, 5xFAD versus 5xFAD;*eIF*2*α* ^+/S51A^, *P* = 0.30).

In line with these biochemistry results, our behavioral, electrophysiological, and gene expression analyses revealed limited effects of the *eIF*2*α* ^S51A^ allele on disease phenotypes present in 5xFAD mice, as outlined below.

In brief, the *eIF*2*α* ^S51A^ allele did not appear to ameliorate pathological hindlimb clasping in 5xFAD mice (Figure 2(a); ordered logistic regression, effect of 5xFAD transgenes, *P* < 0.0001; effect of eIF2*α* genotype *P* = 0.24; 5xFAD genotype × eIF2*α* genotype interaction, *P* = 0.081), nor was there any apparent effect on motor impairments as measured in the wire hang test (Figure 2(b); two-way ANOVA with between-subjects factors 5xFAD genotype and eIF2*α* genotype, effect of 5xFAD genotype, *P* < 0.0001; effect of eIF2*α* genotype, *P* = 0.56; 5xFAD × eIF2*α* interaction, *P* = 0.87). We analyzed learning and memory using a context fear conditioning paradigm (Figure 2(c)) and the Morris water maze (Figures 2(d)–2(g)). In context fear conditioning, 5xFAD mice showed higher activity suppression scores upon testing, indicative of associative learning impairments in these animals (Figure 2(c); two-way ANOVA with between-subjects factors 5xFAD genotype and eIF2*α* genotype, effect of 5xFAD genotype, *P* = 0.0003), that were not influenced by the *eIF*2*α* ^S51A^ allele in any obvious way (Figure 2(c); two-way ANOVA with between-subjects factors 5xFAD genotype and eIF2*α* genotype, effect of eIF2*α* genotype, *P* = 0.94; 5xFAD × eIF2*α* interaction, *P* = 0.87).

In the Morris water maze, 5xFAD animals showed substantially higher escape latencies during training trials than controls (Figure 2(d); three-way repeated-measures ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors and training trial as within-subjects factor, effect of 5xFAD transgenes, *P* < 0.0001; effect of eIF2*α* genotype, *P* = 0.76; 5xFAD × eIF2*α* interaction, *P* = 0.67), as well as a reduced number of target crossings during the probe trial given after completion of training (Figure 2(f); three-way repeated-measures ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors and quadrant as within-subjects factor, 5xFAD genotype × quadrant interaction, *P* = 0.03; eIF2*α* genotype × quadrant interaction, *P* = 0.89; eIF2*α* genotype × 5xFAD genotype × quadrant interaction, *P* = 0.58). An extended strategy analysis, in the context of which behaviors during the training trials were classified into increasingly hippocampus-dependent (directed search, focal search, and direct swimming), as well as primarily hippocampus-independent (chaining, scanning, random search, and thigmotaxis) search categories, revealed an excessive use of less hippocampus-dependent strategies in animals with the 5xFAD transgenes (Figure 2(g)). The *eIF*2*α* ^S51A^ allele had no obvious modulatory effect on any of these 5xFAD water maze phenotypes (Figures 2(d)–2(g)).

Our behavioral analyses did, however, reveal one neurobehavioral 5xFAD phenotype that appeared to be restored by the *eIF*2*α* ^S51A^ allele (Figures 2(h) and 2(i)). 5xFAD animals showed pronounced motor hyperactivity in an open field assay (two-way ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors, effect of 5xFAD genotype, *P* = 0.02 and 0.0003, resp.). 5xFAD-related hyperactivity appeared to be reduced in animals carrying the *eIF*2*α* ^S51A^ allele (two-way ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors, 5xFAD ×* eIF2α* genotype, *P* = 0.06 for panel (h) and *P* = 0.07 for panel (i)).

The neurobiology underlying this possible *eIF*2*α* ^S51A^-mediated rescue of 5xFAD-related hyperactivity remains to be elucidated. Here, we considered one possibility which is that the *eIF*2*α* ^S51A^ allele modifies the degeneration of the cholinergic system in 5xFAD animals, which may contribute to hyperactive behaviors in AD mouse models [25–30]. Initial stereological cell counting showed neither a significant effect of the 5xFAD transgenes (two-way ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors, effect of 5xFAD genotype, *P* = 0.74) nor an effect of the *eIF*2*α* ^S51A^ allele (two-way ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors, effect of eIF2*α* genotype, *P* = 0.32) on the number of ChAT-positive neurons in the basal forebrain (Supplementary Figure 2). Immunoblot analyses of ChAT abundance in the hippocampus, one of the target areas that basal forebrain cholinergic neurons project into, however, revealed lower ChAT levels in animals carrying the 5xFAD transgenes (Supplementary Figure 2; two-way ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors, effect of 5xFAD genotype, *P* = 0.002). The *eIF*2*α* ^S51A^ allele had no apparent effect on hippocampal ChAT protein abundance (two-way ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors, effect of eIF2*α* genotype, *P* = 0.49) and also showed no significant interaction with the 5xFAD genotype (two-way ANOVA with 5xFAD genotype and eIF2*α* genotype as between-subjects factors, 5xFAD × eIF2*α* genotype interaction, *P* = 0.78), indicating that the *eIF*2*α* ^S51A^ allele did not protect against the hippocampal ChAT loss in 5xFAD mice.

Network hyperexcitability and seizures are important features of animal models of AD [31, 32]. We performed electrocorticographic (M1) and deep intrahippocampal CA1 EEG recordings in 5xFAD animals crossed into the *eIF*2*α* ^S51A^ background (Figure 3). Qualitative and quantitative seizure analysis using Neuroscore Seizure Module (DSI) revealed that animals of all genotypes with the exception of wild-type animals exhibited seizure activity in the M1 recording, although ictal discharges were not seen in the deep, intrahippocampal CA1 recording (in none of the groups; not shown). Video analysis revealed that none of the cortical seizures was associated with motoric exacerbation. Thus, we observed predominantly nonconvulsive seizure activity in 5xFAD mice. *eIF*2*α* ^+/S51A^ mice showed nonconvulsive seizure activity as well and introduction of the *eIF*2*α* ^S51A^ mutation in 5xFAD mice did not appear to modify the epileptic phenotype in any apparent way.

AD is associated with considerable transcriptional alterations in key brain areas [33–36]. Microarray analyses performed on hippocampal tissue of 5xFAD animals crossed into the *eIF*2*α* ^S51A^ background revealed a number of 5xFAD-related transcriptional alterations: statistical analysis revealed 106 genes differentially regulated between 5xFAD mice and wild-type controls (Supplementary Figure 3). 

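Hippocampal RNA of 12 mice aged 14 to 15 months was hybridized to 12 Affymetrix Mouse Exon 1.0 ST arrays, with 1 array per mouse and 3 mice in each of 4 groups: wild-type, 5xFAD, eIF2α+/S51A and 5xFAD;eIF2α+/S51A. 5xFAD mice carry human transgenes with familial AD mutations that are expressed in neurons from Thy1 sequences, and in eIF2α+/S51A mice 1 of the Eif2s1 alleles encodes an eIF2α that cannot be phosphorylated at serine 51. The authors deposited 1 table of log2 signals per exon probe set. The submitters' processing notes name Affymetrix Expression Console and RMA, a method that corrects background and normalizes across arrays, the design text names the Exon Array Computational Tool, and the methods name GeneSpring GX with GC-RMA and normalization to the median of all samples for the paper's own tests. Which of these made the deposited table was not settled here. The genome build and annotation version are not given in the sources used here. The paper names the RNeasy Micro Kit and the sample labels the RNeasy Mini Kit. The 5xFAD parents were on a mixed B6/SJL background, whose composition the paper expects to vary between animals, and the eIF2α+/S51A parents on C57BL/6J; strain was not measured here.

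The table held 1256831 rows, a small part of them at 0 on every array and not used, and the median signal of the arrays lay between 5.39 and 5.45 on the log2 scale. Of these, 318760 were probe sets with 1 gene symbol, and 76.65% of those had a mean signal at or above the background level of 5.35, the median of all probe sets. Their values were summarized per gene by Tukey's median polish, which gave 17991 genes with at least 2 such probe sets and a median of 10. All 12 arrays were fitted together with limma, with a mean per group and 8 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.02 and a fold change above 1.6 in either direction, the thresholds of the methods. The number of arrays limits the precision: the median standard error of a difference between 2 groups was 0.11 on the log2 scale, with a median half-width of the 95% interval of 0.24. An exact test of 3 mice against 3 cannot give a p below 0.1. The thresholds, the normalization, array weights, the arrays fitted together and single arrays moved the number of called genes, and the background level and the summary per gene also moved the values of some named genes, such as Vmn2r25 and Cd86. The annotation was not varied.

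As a check of the labels, Thy1 was higher in all 6 arrays of transgenic mice than in any of the 6 others, and 5 of its 9 probe sets were called in 5xFAD against wild-type mice. Of the 28 probe sets of App, 1 was called higher in this comparison, by 0.93 on the log2 scale, and it was also called higher in 5xFAD;eIF2α+/S51A against eIF2α+/S51A mice, by 0.83, where 2 of them were called. None of the 16 probe sets of Eif2s1 was called (limma on probe sets), and the knock-in changes a single codon, so these arrays do not check the eIF2α genotype. For these probe set calls, p-values were adjusted over the probe sets of Thy1, App and Eif2s1 alone, a laxer rule than over all probe sets.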

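In the hippocampus of 5xFAD mice 174 genes were called higher than in wild-type controls and 1 was called lower. The largest rise was that of Cst7, which encodes cystatin F, an inhibitor of lysosomal cysteine proteases made by microglia around plaques. Its log2 signal was 5.84 ± 0.24 (SD, n = 3 mice) in wild-type and 10.64 ± 0.18 (SD, n = 3 mice) in 5xFAD mice, a log2 fold change of 4.79 (standard error 0.22, adjusted p = 6.13e-07 from limma). The chemokine gene Ccl3 followed with a log2 fold change of 3.59 (standard error 0.24). Lilr4b and Lilrb4a, closely related receptors of myeloid cells whose probes may share signal, rose by 3.12 and 2.98.

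Further genes among the 12 largest rises belong to macrophages and microglia: Gpnmb rose by 2.78, Mpeg1 by 2.56, the integrin gene Itgax by 2.45, the lysozyme gene Lyz2 by 2.38, and Cd68, a protein of late endosomes and lysosomes, by 2.32 on the log2 scale. Tyrobp, the signalling adaptor of TREM2 and other myeloid receptors, rose by 2.42 (standard error 0.13, adjusted p = 1.56e-06 from limma). Osmr, the oncostatin M receptor, rose by 2.25. The intermediate filament gene Gfap and the acute-phase gene Serpina3n are markers of reactive astrocytes. Gfap had a log2 fold change of 2.01 (standard error 0.17) and Serpina3n one of 2.13 (standard error 0.16). Thy1, whose sequences drive the transgenes, rose by 0.85 (standard error 0.12, adjusted p = 0.0020 from limma). App, over mouse probes, had a log2 fold change of 0.08 (standard error 0.09, adjusted p = 0.9995 from the same test).

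Cd74, the invariant chain of MHC class II, had a log2 fold change of 2.46 (standard error 0.41, adjusted p = 0.0063 from limma), and was not called without 5xFAD replicate 1, 2 or 3 or without wild-type replicate 2 or 3, at adjusted p-values between 0.0239 and 0.0317. The single gene that fell was Vmn2r25, a vomeronasal receptor with near-identical relatives, measured by 2 probe sets. It fell by 0.74 on the log2 scale (standard error 0.14, adjusted p = 0.0160 from limma). It was not called without any 1 of the arrays other than that of wild-type replicate 2, at adjusted p-values between 0.0378 and 0.0636, nor with quantile normalization, array number as a covariate, the median of the probe sets or only the arrays compared (between 0.0227 and 0.0558), nor with probe sets below background included, where the log2 fold change was -0.06. The number of called genes was 110 without 5xFAD replicate 2 and 114 without wild-type replicate 2. At an unadjusted p under 0.05, 1439 genes differed, where chance gives 900, and every 5xFAD mouse lay on one side of every wild-type mouse for 14.2% of all genes, where chance gives 10%.

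**Figure D1:**
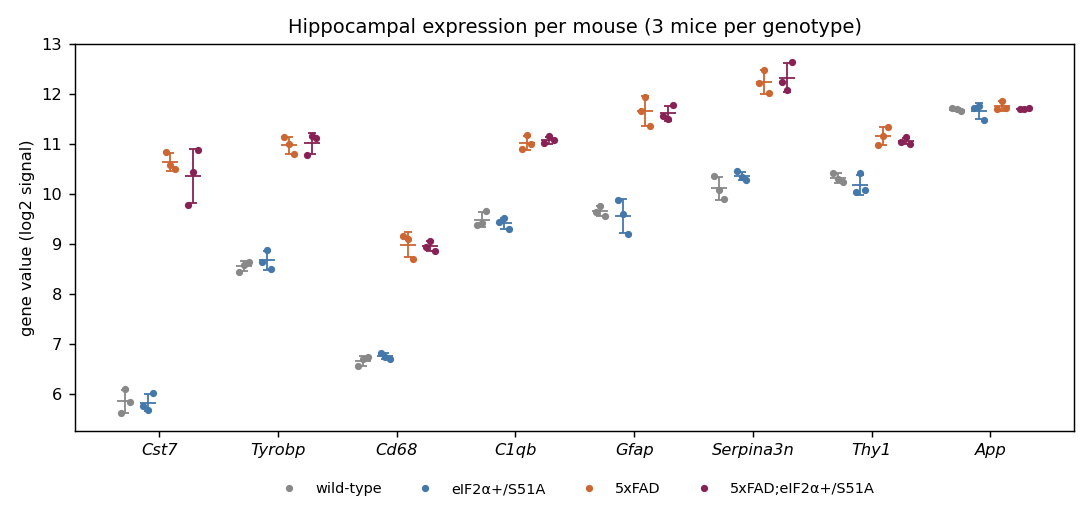
Gene values on the log2 scale (vertical axis) of 8 genes (horizontal axis) for each mouse, coloured by genotype; each point is 1 mouse and the bars give the mean ± SD of 3 mice. Cst7, Tyrobp, Cd68, C1qb, Gfap, Serpina3n and Thy1 lie higher in all 6 transgenic mice than in all 6 others, and App does not separate the groups.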

Gene ontology analysis showed a substantial enrichment of immune-response related genes in this gene set (Supplementary Tables 1 and 2), which is in agreement with considerable inflammatory and immunological alterations observed in the context of cerebral amyloidosis. 

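Immune gene families were over-represented among the genes that rose in 5xFAD hippocampus. They were recognized by a broad pattern of symbols, which also takes interleukins, tumour necrosis factor families, numbered Cd symbols and symbols that open with Ly. It can therefore hold genes without an immune role. Of the 174 genes called higher, 43 (24.7%) belonged to immune families recognized by their symbols, such as chemokines, Toll-like, Fc and lectin receptors, complement and MHC, against 433 (2.4%) of the 17991 genes tested, an odds ratio of 14.7 with a 95% interval of 10.0 to 21.2 (Fisher's exact test, two-sided, p = 2.29e-31; genes are not independent replicates). Of 30 genes known from microglia at amyloid plaques, 17 rose and none fell (20 rose when adjusted over the list alone), with a median log2 fold change of 1.07. They include Cst7, Tyrobp and Ctsz, a lysosomal cathepsin that rose by 1.55 (standard error 0.11). Of 14 genes that mark resting microglia, 7 rose (8 adjusted over the list alone), with a median of 0.74. Csf1r, the receptor that microglia need to survive, rose by 1.08 (standard error 0.13). Markers of leukocytes from blood did not move with them: none of 12 was called (limma, none adjusted over the list alone, 2 at an unadjusted p under 0.05), their median was 0.11, and the list had an adjusted p = 0.5714 with an estimated correlation.

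Of 16 complement genes 7 rose (9 adjusted over the list alone). The subunits of C1q, which starts the classical pathway, rose by 1.24 for C1qa, 1.54 for C1qb (standard error 0.10) and 1.74 for C1qc, and the anaphylatoxin receptor gene C3ar1 by 2.00. Of 9 genes of Fc receptors and their adaptors 6 rose (6 adjusted over the list alone), among them Fcgr3 by 1.76 and the shared signalling chain Fcer1g by 1.69. Of 15 genes of Toll-like receptors and their partners 6 rose (8 adjusted over the list alone), with Ly86 at 1.90 and Unc93b1, which carries Toll-like receptors to endosomes, at 0.84. Of 37 lysosomal genes 12 rose (14 adjusted over the list alone), with the cathepsin gene Ctss at 1.77 and the progranulin gene Grn at 0.95 (standard error 0.08). Of 20 genes of reactive astrocytes 7 rose (11 adjusted over the list alone), with a median of 0.82; Ggta1 rose by 1.15.

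Antigen presentation moved as well. Of 16 genes of the MHC class I pathway 4 rose (4 adjusted over the list alone): the light chain gene B2m by 0.85 (standard error 0.10), H2-K1 by 1.51, H2-D1 by 1.61 and H2-Q7 by 1.33. The H2 genes are close relatives whose probes may share signal, and H2-D1 was not called without wild-type replicate 1 or 5xFAD replicate 2 or 3, at adjusted p-values between 0.0207 and 0.0284. Of 7 genes of MHC class II 2 rose (4 adjusted over the list alone), Cd74 and the costimulatory gene Cd86, the latter by 0.89 (standard error 0.12). Cd86 missed the fold threshold with the median of the probe sets as the gene value, at 0.66, and H2-Aa had a log2 fold change of 1.60 (standard error 0.32, adjusted p = 0.0212 from limma). H2-Aa was called without wild-type replicate 1, at 1.91 (adjusted p = 0.0082 from limma), and with Xist as a covariate (adjusted p = 0.0144 from limma). Of 21 interferon-response genes 2 rose (3 adjusted over the list alone), Irf9 by 0.86 and Trim30a by 1.12. Irf9 was not called without 5xFAD replicate 2 or wild-type replicate 2 (adjusted p = 0.0229 and 0.0242 from limma). Trim30a was not called without 5xFAD replicate 2 or 3 or wild-type replicate 2 or 3, at adjusted p-values between 0.0212 and 0.0466, nor with quantile normalization (0.0250).

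No member of these lists was called lower. In camera, a test of a list against all other genes, each of the 10 lists named above as rising also rose with an estimated correlation, at adjusted p-values of 9.51e-04 (plaque-associated microglia), 0.0019 (Fc receptors, MHC class I), 0.0040 (resting microglia), 0.0071 (complement, Toll-like receptors, lysosome), 0.0158 (MHC class II), 0.0242 (reactive astrocytes) and 0.0249 (interferon response). Several lists share members, so they are not separate evidence. In an exact test of the mean of each of these lists per mouse, all 3 5xFAD mice lay above all 3 wild-type mice, at the smallest p the design allows (0.10, two-sided).

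**Figure D2:**
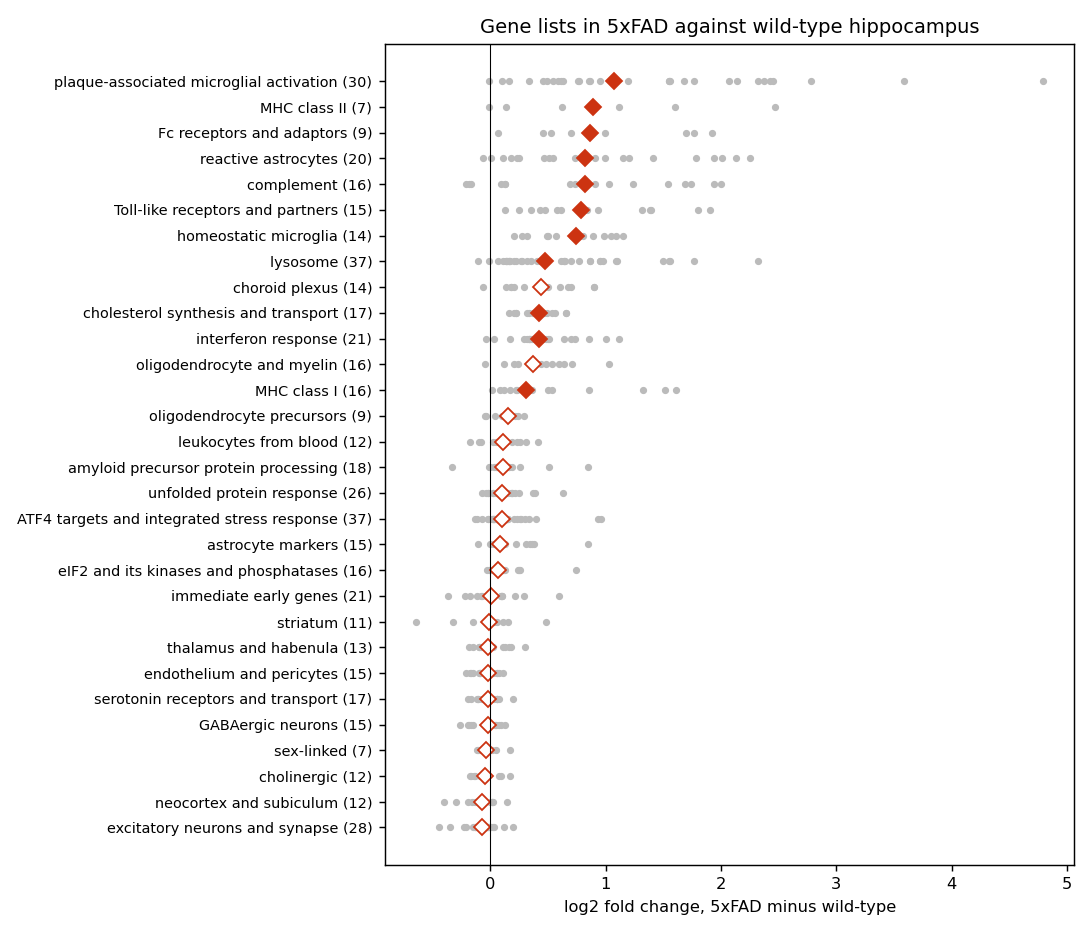
Log2 fold change of 5xFAD against wild-type hippocampus (horizontal axis) for the members of 30 gene lists (vertical axis, with the number of genes tested). Grey points are genes and diamonds the list medians, filled where the adjusted p of camera with an estimated correlation was under 0.05. The filled diamonds are those of 11 lists, from plaque-associated microglia with a median of 1.07 to MHC class I with a median of 0.31.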

A comparison between 5xFAD and 5xFAD;*eIF*2*α* ^+/S51A^ animals revealed no differentially expressed genes, indicating that the *eIF*2*α* ^S51A^ mutation had no measurable effects on hippocampal transcriptional changes induced by the 5xFAD transgenes.

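No gene was called between 5xFAD mice that also carried the eIF2αS51A allele and 5xFAD mice (limma, 17991 genes). There were 432 genes with an unadjusted p under 0.05, where chance gives 900, and the smallest adjusted p was 0.2345. The other comparisons without calls also lay below 900: 393 for eIF2α+/S51A against wild-type mice, 422 for the interaction and 443 for the main effect of the allele. So 900 may not be the level that these tests give without an effect, and a count below it is no evidence against one. Adjusted over the list alone, 4 of the 7 MHC class II genes were lower with the allele, while the list had an adjusted p = 0.2165 with an estimated correlation. The microglial adaptor gene Tyrobp differed by 0.04 on the log2 scale, with a 95% interval from -0.25 to 0.33, after a rise of 2.42 with the transgenes. Cst7 differed by -0.27 (standard error 0.22), the complement gene C1qb by 0.06 (standard error 0.10) and the astrocyte gene Gfap by -0.05 (standard error 0.17). The median difference over the 30 genes of plaque-associated microglia was 0.02.

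The transgene effect was measured again, in other mice, by setting 5xFAD;eIF2α+/S51A against eIF2α+/S51A mice. Here 175 genes rose and 1 fell, Glt8d2, named after its values were seen, with a log2 fold change of -0.82 (standard error 0.12); Glt8d2 was not called with the median of the probe sets as the gene value (adjusted p = 0.0285 from limma). Of the genes that rose, 137 were called in both comparisons, where independent lists would share 1.69. Cst7 rose by 4.54 (standard error 0.22), Ccl3 by 3.63, Cd68 by 2.20 and C1qb by 1.67 (standard error 0.10). Of the 7 MHC class II genes 1 rose, Cd86 (1 adjusted over the list alone), with a median of 0.11 and an adjusted p = 0.3922 for the list with an estimated correlation; Cd74 had a log2 fold change of 0.54 (standard error 0.41, adjusted p = 0.7817 from limma). Over all 12 mice, 219 genes rose with the transgenes and none fell at these thresholds (limma; over all genes, 2171 had an unadjusted p under 0.05). Across these 219 genes the median log2 effect was 0.98 without the allele and 1.04 with it, and the effects correlated at a Pearson r of 0.86 and a Spearman rho of 0.75, across genes, which are not independent replicates; over all genes r was 0.66 and rho 0.33. The test of the interaction, that is of a different transgene effect with the allele, called no gene (limma, 422 at an unadjusted p under 0.05, smallest adjusted p = 1.0000). Of the 219 genes, 108 had an interaction above 0 and none passed an adjusted p of 0.05 over these genes alone (8 at an unadjusted p under 0.05), with a median half-width of the 95% interval of 0.48. Of the MHC class II genes, 3 had a lower transgene effect with the allele when adjusted over the list alone, and the list had an adjusted p = 0.7820 for the interaction with an estimated correlation.

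**Figure D3:**
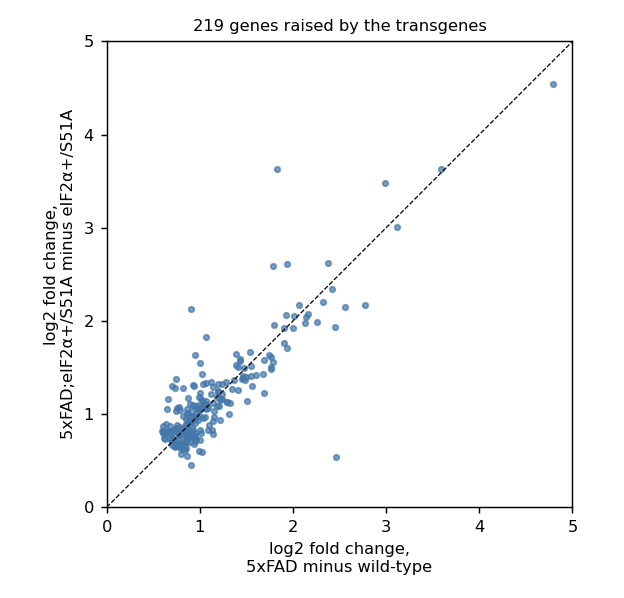
Each point is 1 of the 219 genes raised by the transgenes over all 12 mice, placed by its log2 fold change in 5xFAD against wild-type mice (horizontal axis) and in 5xFAD;eIF2α+/S51A against eIF2α+/S51A mice (vertical axis). The dashed line marks equal effects, and the points scatter around it with a Pearson r of 0.86.

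No gene of the response downstream of eIF2α was called between the transgenic groups. Of 37 targets of ATF4 and of the integrated stress response, the program that phosphorylated eIF2α switches on, none passed (limma, none adjusted over the list alone, 3 at an unadjusted p under 0.05), with a median difference of -0.08 between 5xFAD;eIF2α+/S51A and 5xFAD mice; the list fell in camera with a preset correlation but had an adjusted p = 0.5082 with an estimated correlation. The list mean per mouse differed by -0.08, with every 5xFAD;eIF2α+/S51A mouse below every 5xFAD mouse (exact permutation test, two-sided, p = 0.10, the smallest the design allows), and fry, which tests whether the genes of a list move one way on balance, gave an unadjusted p = 0.0377. Atf4 itself differed by -0.14 (standard error 0.11). The lists of the unfolded protein response and of eIF2 with its kinases and phosphatases had medians of -0.04 and -0.07, and no member had an unadjusted p under 0.05 in limma.

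The genes with the smallest p-values between the transgenic groups were Vmn2r25 with a log2 difference of 0.98 (standard error 0.14, adjusted p = 0.2345 from limma), the F-box gene Fbxw19 with 0.53 (standard error 0.09, adjusted p = 0.8048) and the MHC class II gene H2-Eb1 with -0.77 (standard error 0.14, adjusted p = 0.8048). The 4 MHC class II genes that were lower when adjusted over the list alone are H2-Eb1, H2-Aa with -1.48 (standard error 0.32), H2-Ab1 with -1.12 (standard error 0.25) and Cd74 with -1.64 (standard error 0.41).

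Of 30 lists, camera with a preset correlation called 6 between the transgenic groups and 0 with an estimated correlation. Higher with the allele were the interferon response (median 0.21) and reactive astrocytes (median 0.16), with an adjusted p of 0.2165 and 0.8419 when the correlation was estimated. Of the 21 interferon-response genes 20 lay above 0 and none was called (limma, none adjusted over the list alone, 7 at an unadjusted p under 0.05). Their mean per mouse was 0.27 higher, with every 5xFAD;eIF2α+/S51A mouse (0.26 to 0.67) above every 5xFAD mouse (0.07 to 0.25). An exact permutation test, two-sided, gave p = 0.10, the smallest the design allows, and fry gave an unadjusted p = 0.0464. Replicate 1 of the 5xFAD;eIF2α+/S51A mice stood apart at 0.67, with replicates 2 and 3 at 0.31 and 0.26. Lower, besides MHC class II and the ATF4 targets, were oligodendrocyte genes (median -0.12) and genes of amyloid precursor protein processing (median -0.09), both with an adjusted p of 0.8419 when the correlation was estimated. Leaving out 5xFAD replicate 1 or 5xFAD;eIF2α+/S51A replicate 1 gave 3 lists with the preset correlation, and leaving out 5xFAD replicate 2 gave 12. Between eIF2α+/S51A and wild-type mice no gene was called (limma, 393 at an unadjusted p under 0.05, smallest adjusted p = 0.3531), while weighting the arrays by their quality called 69. The smallest p-values were those of Zcchc10 with a log2 difference of 0.54, Hk1os with -0.70 and Prc1 with -0.61.

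On simulated data for the comparison of these 2 transgenic groups, the test called 86.6% of genes changed by a factor of 2. It called 7.5% of genes changed by a factor of 1.5, which lies below the fold threshold of a call. The simulation changed 67 genes by each of these factors and 66 by a factor of 4, with noise independent between genes. Many changed genes loosen the adjusted threshold, so these rates may be too high where few genes change. From the absence of called genes between the transgenic groups, the paper concludes that the mutation had no measurable effects on the transcriptional changes that the transgenes induce in the hippocampus.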

## 4. Discussion

In this study, we assessed the effects of a nonphosphorylatable* eIF2α* allele (*eIF*2*α* ^S51A^) on disease progression in the 5xFAD mouse model of familial AD. While profound pathology was evident in 5xFAD mice, these abnormalities remained (mostly) unmodified by the heterozygous *eIF*2*α* ^S51A^ mutation. This was the case for a wide range of molecular (APP expression and processing; gene expression), electrophysiological (EEG), and neurobehavioral (motor impairments; learning and memory impairments) features of the model.

Currently, contradictory reports exist regarding the eIF2*α* phosphorylation status in 5xFAD mice. Elevated p-eIF2*α* levels in the brain of 5xFAD mice have been published previously [7, 17], but more recent studies found no elevated phosphorylation of eIF2*α* in 5xFAD mice [23], which is in agreement with our observation of unaltered p-eIF2*α* levels in the hippocampus of 5xFAD mice. We currently do not know the factors that might account for these discrepant findings. Possibilities that need to be formally addressed in future studies include differences in genetic background, on which the 5xFAD mutations were kept, differences in the brain areas examined, and age at assessment. The 5xFAD breeders used to generate the animals of the present study were obtained on a mixed B6/SJL genetic background (this is expected to result in background composition varying from animal to animal) and were crossed to *eIF*2*α* ^+/S51A^ mice on a C57BL/6J background. Other studies employed 5xFAD animals on a mixed B6/SJL genetic background (again, with background composition varying from animal to animal) [7] or on a C57BL/6 background [17]. Age may be another important variable in modifying the effect that the 5xFAD genotype has on eIF2*α* hyperphosphorylation. Younger (i.e., 3–6 months old) 5xFAD animals showed only modest or no measurable hyperphosphorylation of eIF2*α* or related kinases (Perk) despite the presence of notable plaque pathology at this age [7, 37], indicating that pronounced eIF2*α* hyperphosphorylation, if at all present, may be a feature of more advanced stages of cerebral amyloidosis. Finally, when analyzing eIF2*α* phosphorylation status, it is particularly important to normalize p-eIF2*α* abundance to total eIF2*α* protein abundance because the 5xFAD genotype may be associated with an increased abundance of total eIF2*α* ([7] and Figure 1 of the present study).

While we did not observe measurable *eIF*2*α* ^+/S51A^-associated decrements in p-eIF2*α* abundance, others have reported moderate reductions in p-eIF2*α* abundance in *eIF*2*α* ^+/S51A^ mice [13, 23]. One possibility, again, is that this discrepancy is due to modulatory effects of genetic backgrounds that may have differed between these studies (C57BL/6J in [13]; nonstandardized, mixed B6/SJL backgrounds in the present study, as well as in [23]).

Ma et al. reported that conditional homozygous deletion of either of two different eIF2*α* kinases (Perk, Gcn2) in forebrain neurons improved spatial memory impairments in the APPswe/PSEN1dE9 mouse model of AD [14]. Deletion of either Perk or Gcn2 led to reduced p-eIF2*α* levels in this model [14], suggesting that these genetic manipulations were more effective in suppressing eIF2*α* phosphorylation than the heterozygous *eIF*2*α* ^S51A^ mutation used in the present study. Accordingly, limited effects on neurological impairments observed in our study could be related to a less effective suppression of p-eIF2*α* levels by the heterozygous *eIF*2*α* ^S51A^ mutation. Homozygous *eIF*2*α* ^S51A^ mutants could not be examined because of early postnatal lethality associated with this genotype [16]. In addition, it is possible that we would have been able to detect more pronounced rescue effects of the *eIF*2*α* ^S51A^ mutation on earlier stages of the disease process (i.e., in younger animals) in the model employed. Moreover, amyloid pathology progresses at a faster pace in 5xFAD animals (used in the present study) than in the model examined by Ma et al. (APPswe/PSEN1dE9 mice) and, hence, neurological impairments in the 5xFAD model may generally be less accessible to amelioration than those in APPswe/PSEN1dE9 mice.

One exception to the notion that the *eIF*2*α* ^+/S51A^ genotype did not influence 5xFAD phenotypes was the observation of restored motor hyperactivity in 5xFAD;*eIF*2*α* ^+/S51A^ mice. Elevated motor activity levels are a consistent feature of AD rodent models [38–41] and may also be observed in human individuals affected by the disorder [42]. Given the profound degeneration of basal forebrain cholinergic neurons in AD [43–46] and the role that basal forebrain cholinergic neurons play in the regulation of motor activity levels (ablation of basal forebrain cholinergic nuclei and anticholinergic pharmacological interventions increase motor activity in rats [30]), we asked whether the *eIF*2*α* ^S51A^ allele might restore hyperactivity by rescuing basal forebrain cholinergic neuron loss in 5xFAD mice. Our stereological analyses showed, however, no significant reduction of ChAT-immunoreactive neurons in the MS and VDB of 5xFAD mice, indicating that frank loss of cholinergic neurons was limited in the model at the age assessed. Nevertheless, immunoblot analyses were sensitive enough to pick up clear 5xFAD-related reductions in ChAT protein levels in one of the target areas of basal forebrain cholinergic nuclei, namely, the hippocampus, which is consistent with prior studies in transgenic AD mouse models [25–29]. 5xFAD and 5xFAD;*eIF*2*α* ^+/S51A^ mice did not differ significantly in their hippocampal ChAT protein levels, indicating that the *eIF*2*α* ^S51A^ allele did not rescue the aberrant cholinergic system of 5xFAD mice. Besides cholinergic dysfunction, AD is associated with perturbations in other neurotransmitter systems, such as the serotonergic system [47–53], and serotonergic alterations may potentially contribute to AD-associated locomotor hyperactivity [51, 54–56]. Future studies should further assess the possible mechanistic underpinnings of the *eIF*2*α* ^S51A^ effect on 5xFAD-related motor hyperactivity and assessments of the serotonergic system may provide one possible starting point for such studies.

Our finding that the *eIF*2*α* ^+/S51A^ allele had no effects on the APP abundance in 5xFAD mice is in line with a recent report that used a combination of genetic approaches and found no effect of p-eIF2*α* reductions on A*β*-dependent APP, as well as BACE1 levels [23], indicating that A*β*-dependent increases in APP and BACE1 levels do not involve eIF2*α*-dependent translational mechanisms.

In conclusion, our study revealed few effects of the *eIF*2*α* ^+/S51A^ genotype on disease progression in the 5xFAD mouse model of AD with the exception of a possible amelioration of 5xFAD-related motor hyperactivity. Our data indicate that *eIF*2*α* ^S51A^ heterozygosity is not necessarily sufficient to measurably suppress eIF2*α* phosphorylation in the 5xFAD mouse model employed. Future studies need to further elaborate on the specific conditions, under which a 5xFAD genotype may be associated with eIF2*α* hyperphosphorylation.

## Supplementary Material

Supplementary Figure 1. Enhanced phosphorylation of eIF2α in SHSY5Y cells incubated with DTT. Shown are p-eIF2α and eIF2α immunoblots performed on lysates of SHSY5Y cells that had been treated with vehicle or 2mM DTT for 15 or 60 min (n = 2 samples per condition). Densitometric quantification revealed the expected increase in eIF2α phosphorylation in SHSY5Y cells incubated with DTT. P-values refer to results of posthoc Tukey tests.
Supplementary Figure 2. The cholinergic system was not involved in the eIF2α+/S51A-related restoration of hyperactivity in 5xFAD mice. (A) Shown are micrographs of ChAT-immunoreactive neurons in the basal forebrain of wild-type, 5xFAD, 5xFAD;eIF2α+/S51A and eIF2α+/S51A mice. Scale bar = 150 μm. Stereological quantification of ChAT-immunoreactive neurons in the MS and VDB of the basal forebrain demonstrated no significant differences between the four groups of mice (n = 3 mice per group). (B) Shown are immunoblots of ChAT from hippocampal homogenates of wild-type, 5xFAD, 5xFAD;eIF2α+/S51A and eIF2α+/S51A mice (n = 5-7 mice per group). Data were analyzed using two-way ANOVAs with the between-subjects factors 5xFAD genotype and eIF2α genotype. Statistically significant differences (p < 0.05) are denoted by bold font. Bar graphs show mean ± SEM.
Supplementary Figure 3. The eIF2αS51A allele had limited effects on transcriptional dysregulation in 5xFAD mice. Differentially regulated transcripts (Benjamini Hochberg FDR, p < 0.02) with a fold change higher than 1.6 were subjected to hierarchical clustering to visualize gene expression changes between groups (n = 3 mice per genotype).
Supplementary Table 1. A gene ontology analysis (DAVID) revealed a significant enrichment of immune-related transcripts in gene set differentially expressed in 5xFAD hippocampus.

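Supplementary Table 1 comes from DAVID, which takes a list of genes and counts how many of them carry each annotation (a gene ontology term, a keyword, a domain), against a background of annotated genes. Terms with similar members are then joined into clusters, and each term is given with a p-value before and after adjustment. The paper's values for the process term immune response are 30 of 114 annotated genes, a fold enrichment of 7.60 and a p of 8.57e-18. Because such terms overlap, the rows of a cluster largely count the same genes. The annotation database behind these terms was not used here; the immune families counted above from symbols are a different grouping.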

Supplementary Table 2. Ingenuity pathway analysis also indicated a substantial enrichment of genes related to immune and inflammatory processes in the gene set differentially expressed in 5xFAD hippocampus.

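Supplementary Table 2 comes from Ingenuity, which sets the changed genes against published relations between genes, functions and regulators. The copy used here held 2000 rows, with 1279 further rows left out, so no overlap or enrichment was computed from it. For 11 regulators this part of the table gives the fold change of the regulator's own gene in 5xFAD hippocampus, and 10 of them were tested here; the values in that table had been seen before the genes were chosen. All 10 rose. The paper's values for them come from these same arrays and are all rises, with fold changes from 1.62 (Stat3) to 4.49 (Tyrobp). Their direction here was therefore largely set by the choice of genes and is no separate evidence. The myeloid transcription factor genes Irf8 and Runx1 had log2 fold changes of 1.15 (standard error 0.12) and 1.05 (standard error 0.10). Spi1, which encodes the transcription factor PU.1, rose by 0.93 (standard error 0.15, adjusted p = 0.0061 from limma), and Stat3 by 0.73 (standard error 0.11, adjusted p = 0.0036 from limma). Csf3r, which encodes the receptor of granulocyte colony-stimulating factor, rose by 1.41, Selplg, a ligand of selectins, by 0.80, and the growth factor gene Igf1 by 0.76. Csf1r, Tyrobp and B2m are the others. Spi1 was not called without 5xFAD replicate 1 or 2 or wild-type replicate 2 or 3, at adjusted p-values between 0.0231 and 0.0407, and Stat3 was not called without 5xFAD replicate 2 or wild-type replicate 2 or 3, at adjusted p-values between 0.0224 and 0.0242. With the median of the probe sets as the gene value, Spi1 and Igf1 were not called (adjusted p = 0.1673 and 0.1000 from limma), and Stat3 missed the fold threshold with quantile normalization and with the mean of the probe sets, at log2 fold changes of 0.68 and 0.67.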

## Figures and Tables

**Figure 1:**
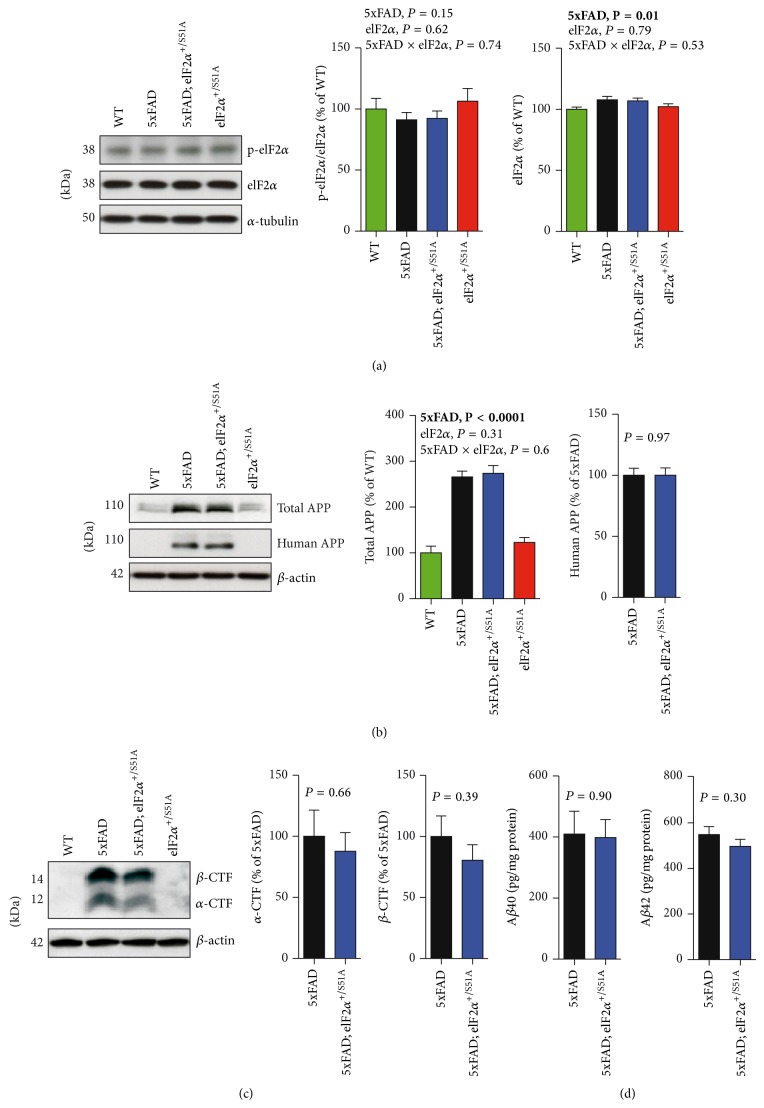
The *eIF*2*α* ^S51A^ mutation had no measurable effects on eIF2*α* phosphorylation and APP processing. Shown are representative immunoblots of (a) p-eIF2*α* and total eIF2*α*, (b) human APP and total APP, and (c) *α*-CTF and *β*-CTF all prepared from hippocampal homogenates, along with the respective quantitative densitometric data (WT, *n* = 6 mice; 5xFAD, *n* = 7 mice; 5xFAD;*eIF*2*α* ^S51A^, *n* = 6 mice; *eIF*2*α* ^S51A^, *n* = 5 mice). (d) Concentrations of abundant A*β*-species, A*β*40 and A*β*42, in 5xFAD hippocampal homogenates were determined using ELISA (5xFAD, *n* = 7 mice; 5xFAD;*eIF*2*α* ^S51A^, *n* = 6 mice). All data are presented as mean ± SEM. Data were analyzed using two-way ANOVAs with the between-subjects factors 5xFAD genotype/eIF2*α* genotype (effect of 5xFAD transgenes; effect of eIF2*α* genotype; 5xFAD × eIF2*α* interaction) and *t*-tests (5xFAD versus 5xFAD;*eIF*2*α* ^S51A^) as appropriate. Statistically significant differences (*P* < 0.05) are denoted by bold font.

**Figure 2:**
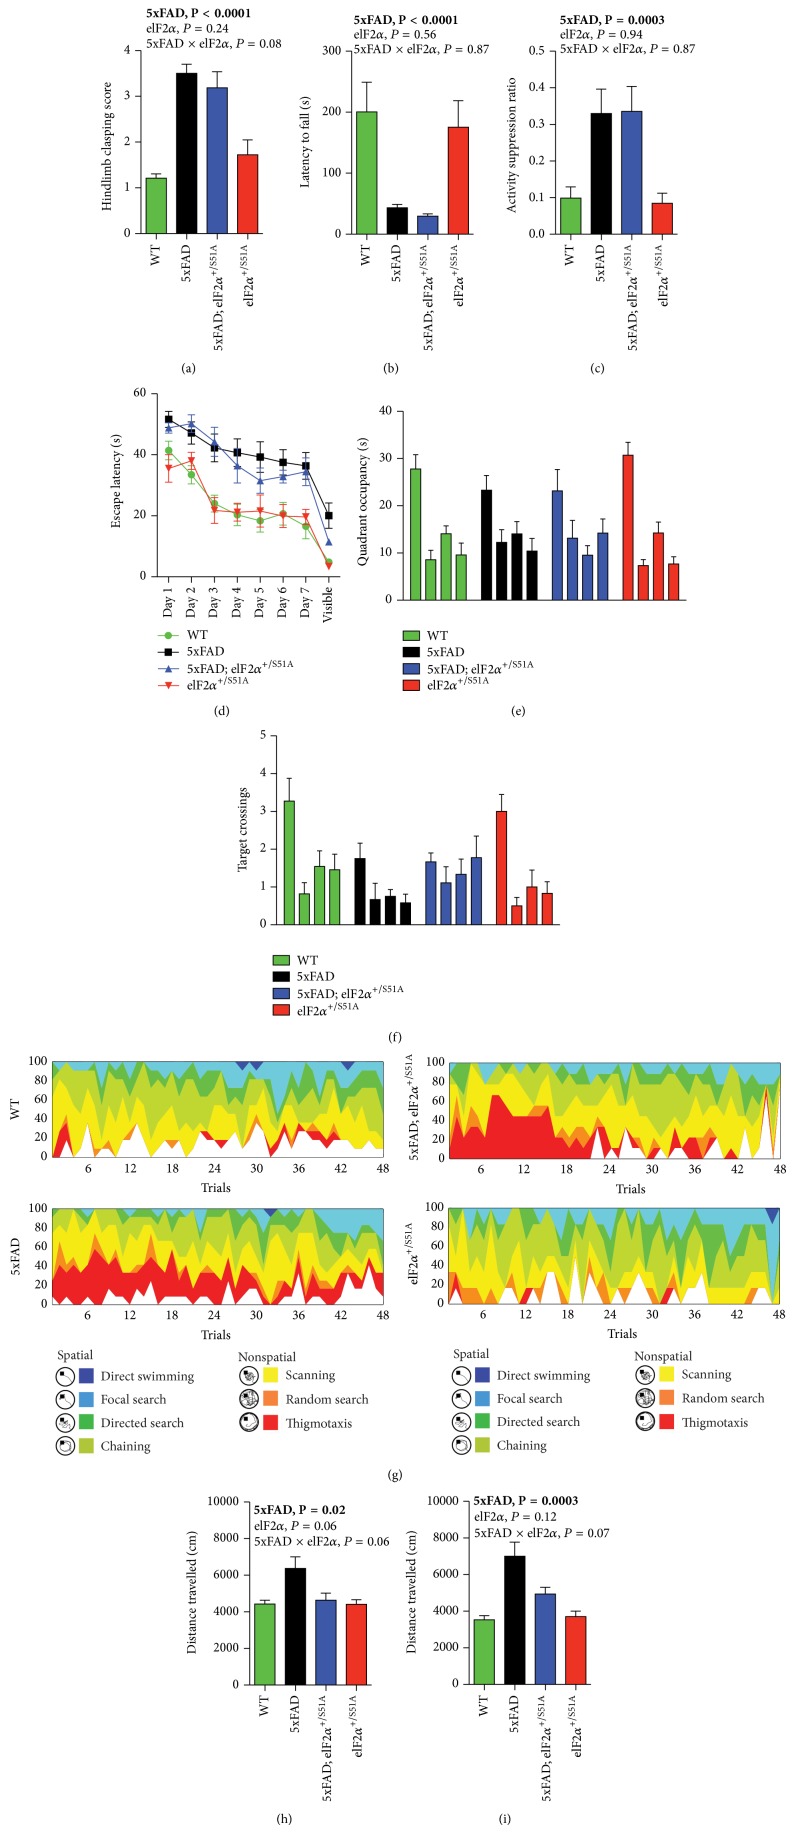
The *eIF*2*α* ^S51A^ allele had limited effects on most neurological phenotypes but restored hyperactivity in 5xFAD mice. (a) Hindlimb clasping scores, as assessed in the tail suspension test (WT, *n* = 11 mice; 5xFAD, *n* = 12 mice; 5xFAD;*eIF*2*α* ^S51A^, *n* = 9 mice; *eIF*2*α* ^S51A^, *n* = 6 mice). (b) Latencies to fall in the context of a wire hang test (WT, *n* = 11 mice; 5xFAD, *n* = 13 mice; 5xFAD;*eIF*2*α* ^S51A^, *n* = 11 mice; *eIF*2*α* ^S51A^, *n* = 8 mice). (c) Activity suppression ratios in a context fear conditioning paradigm (WT, *n* = 11 mice; 5xFAD, *n* = 12 mice; 5xFAD;*eIF*2*α* ^S51A^, *n* = 9 mice; *eIF*2*α* ^S51A^, *n* = 6 mice). ((d)–(g)) Results of an assessment of spatial learning and memory in the Morris water maze (WT, *n* = 11 mice; 5xFAD, *n* = 12 mice; 5xFAD;*eIF*2*α* ^S51A^, *n* = 9 mice; *eIF*2*α* ^S51A^, *n* = 6 mice). (d) Escape latencies during training trials. (e) Quadrant occupancy and (f) target crossings measures obtained during a probe trial given after the completion of training day 7. For each genotype, bars represent (from left to right) target quadrant, opposite quadrant, adjacent right quadrant, and adjacent left quadrant. (g) Results of an extended swim path analysis: for each group, the proportion of animals in the respective search categories is plotted against training trial. ((h),(i)) Distance travelled in two open field experiments performed at either 8 months ((h); WT, *n* = 11 mice; 5xFAD, *n* = 13 mice; 5xFAD; *eIF*2*α* ^S51A^, *n* = 11 mice; *eIF*2*α* ^S51A^, *n* = 8 mice) or 11 months of age ((i); WT, *n* = 11 mice; 5xFAD, *n* = 13 mice; 5xFAD;*eIF*2*α* ^S51A^, *n* = 11 mice; *eIF*2*α* ^S51A^, *n* = 8 mice), respectively. Data were analyzed using two-way ANOVAs with the between-subjects factors 5xFAD genotype and eIF2*α* genotype ((a)–(c), (h), (i)) or using three-way ANOVAs with the between-subjects factors 5xFAD genotype and eIF2*α* genotype and the within-subjects factor trial (d) or quadrant ((e), (f)). Statistically significant differences (*P* < 0.05) are denoted by bold font. For additional information regarding the results of statistical analyses, see main text. Bar and line graphs show means ± SEM.

**Figure 3:**
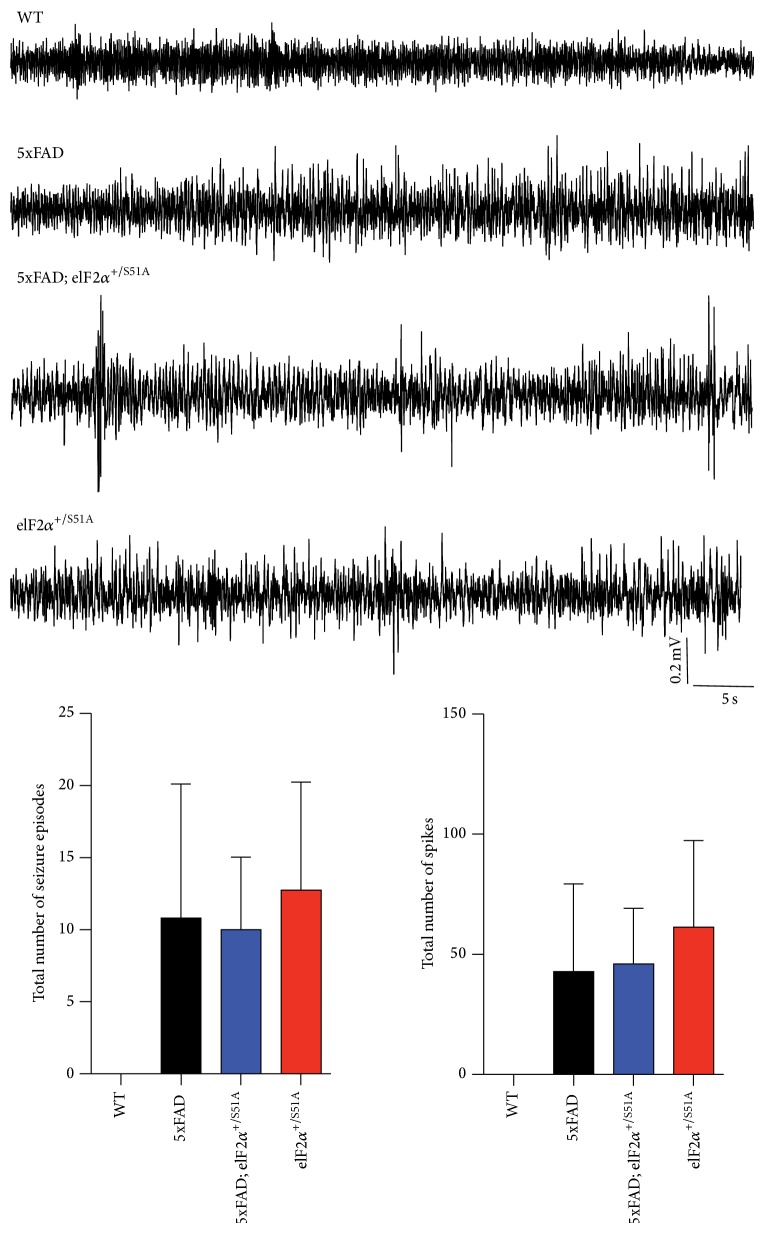
EEG recordings revealed nonconvulsive seizure activity in the motor cortex of animals carrying the 5xFAD transgenes and/or the *eIF*2*α* ^+/S51A^ allele. Radiotelemetric recordings from the primary motor cortex (M1) of wild-type, 5xFAD, 5xFAD;*eIF*2*α* ^+/S51A^, and *eIF*2*α* ^+/S51A^ mice (WT, *n* = 4 mice; 5xFAD, *n* = 6 mice; 5xFAD;*eIF*2*α* ^S51A^, *n* = 3 mice; *eIF*2*α* ^S51A^, *n* = 4 mice). Wild-type mice did not exhibit seizure activity, whereas all other genotypes showed episodes of spike, polyspike, and spike-wave activity. Shown are example traces, as well as a quantification of the number of seizure episodes and the number of spikes, respectively. Bar graphs show mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

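Hippocampal RNA was measured on Affymetrix Mouse Exon 1.0 ST arrays, 1 array per mouse, in 3 mice each of wild-type, 5xFAD, eIF2α+/S51A and 5xFAD;eIF2α+/S51A genotype at 14 to 15 months. The labels give each mouse a genotype and a replicate number. The values that the authors deposited are signals per exon probe set on the log2 scale. The submitters' processing notes name Affymetrix Expression Console and RMA, a method that corrects background and normalizes across arrays, without versions, the design text names the Exon Array Computational Tool, and the methods describe GeneSpring GX with GC-RMA for the paper's own tests; which of these made the deposited table was not settled here. The step from scanner signals to these values was not repeated here, and GC-RMA and the normalization to the median of all samples were not applied. All sample columns of the table were mapped to a mouse.

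Probe sets were named through the platform annotation, and the symbols of 46784 probe sets were updated through a table of gene names of the assembly GRCm38.p6. Of the probe sets with values, 318760 had 1 gene symbol, 6684 had several and 910643 had none; only the first were used. Probe sets with a mean below the median of the table (5.35) were left out, and the gene value was the overall effect plus the array effect of Tukey's median polish over the remaining probe sets, for genes with at least 2. Genes below this level are not covered, and neither are genes without a usable probe set. The correlation of any pair of arrays over genes lay between 0.962 and 0.989, and no pair held identical values. The paper's text does not give the sex of the mice; Xist was high in 1 of the 3 arrays of each group. The markers of the choroid plexus varied between arrays of all groups, with Ttr between 9.72 and 13.38 on the log2 scale.

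limma 3.58.1 in R 4.3.3 (with data.table 1.17.8) fitted a mean per group over all 12 arrays. The 7 comparisons were 5xFAD against wild-type, 5xFAD;eIF2α+/S51A against 5xFAD, eIF2α+/S51A against wild-type, 5xFAD;eIF2α+/S51A against eIF2α+/S51A, the interaction, and the 2 main effects. Calls needed a Benjamini-Hochberg adjusted p under 0.02 and a fold change above 1.6. Of 31 gene lists with 552 symbols in all, 505 symbols were tested; camera was run with a preset correlation of 0.01 and with an estimated one on the 30 lists with at least 5 tested members, with adjustment over the lists and a threshold of 0.05, and fry was run on all 31 lists. Immune gene families were recognized from symbols by a fixed pattern and counted with Fisher's exact test. List means per mouse were compared by exact permutation tests. Exon usage was tested with the F-test of limma's diffSplice.

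The sample mapping, gene lists, tests, thresholds and alternatives were chosen before the data were examined, apart from those named as added later. The paper's fold changes of regulators, from these same arrays, had been seen by then. Some of these regulators, such as Tyrobp, Csf1r, B2m and Stat3, are members of the gene lists, so those lists were not wholly blind to the results. The rule for named genes took the 12 largest rises and up to 5 largest falls in 5xFAD against wild-type mice, the 5 called genes with the smallest p (or 3 where none was called) in each other comparison, up to 4 members of each list with the smallest p, Xist, and the genes that the paper names or whose fold change its Supplementary Table 2 gives. It names further genes whose values are not given here. Which of its genes are given was decided after their values, and their changes of sign under the alternatives, had been seen. For the comparison of the transgenic groups, H2-Aa, H2-Ab1, Cd74, Cst7, C1qb and Gfap were chosen after their values were seen, and so were Glt8d2 and the exon usage genes Ino80, Samsn1, Itgad, Serpina3b and Arl11.

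The alternatives were the mean or the median of the probe sets as gene value, no background filter or one at the 75th percentile, at least 4 probe sets per gene, quantile normalization or a shift of the arrays to the same median, only the arrays compared, the replicate number as a block, array number or Xist as a covariate, array weights, an intensity trend with robust estimation, other thresholds, probe sets tested one by one, and each array left out in turn. The choroid plexus score as a covariate and an exon usage test on probe set minus gene values with Simes' p were added after the data had been seen.

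The tests were checked on simulated data drawn from the overall mean and residual spread of each of the 17991 genes, with noise independent between genes. With 67, 67 and 66 genes changed by factors of 1.5, 2 and 4, the rates of calls may be too high where few genes change. For 5xFAD against wild-type mice, 20.9% of genes changed by a factor of 1.5, below the fold threshold, were called, 86.6% of those changed by a factor of 2 and all of those changed by a factor of 4, with no call among 17791 unchanged genes. Of 200 genes with part of their probe sets shifted by a factor of 2, among 3000 simulated genes, the diffSplice F-test found 172 with 39 false calls, 18.5% of its calls, and the test with Simes' p found 94 with 1 false call. A weighted form with 104 false calls was dropped. A bar for the recovery of this test had been set without a basis, was missed, and was lowered after the result was seen; it was then removed, and the rates are given instead. No annotation database was used, so the paper's gene ontology and pathway analyses were not repeated, and its Supplementary Table 2 was used only for the fold changes of regulators. No probe set was named for the human sequences of the transgenes, and signal of the transgenes under probe sets of mouse Thy1 and App was not separated from that of the mouse genes.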

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

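The explanations of the MHC class II and Ino80 patterns were tested only after these results were seen, and the exon usage test with Simes' p was added after the data were seen, while the other tests were set before. With 3 arrays per group, single arrays were not tested for lying apart from their group.

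MHC class II genes, which present antigen to T cells, had the largest median interaction of transgenes and allele among the immune lists. The difference in list means between 5xFAD;eIF2α+/S51A and 5xFAD mice was -0.70 on the log2 scale, with every 5xFAD mouse (0.61 to 0.73) above every 5xFAD;eIF2α+/S51A mouse (-0.29 to 0.14; exact permutation test, p = 0.10, the smallest that 3 mice against 3 allow). The median interaction was -0.73, called by camera with a preset correlation (adjusted p = 7.80e-04) and not with an estimated correlation (adjusted p = 0.7820), and no single gene passed the test of the interaction over all genes, while 3 of 7 were lower when adjusted over the list alone.

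Strain sequence of the H2 region could differ between mice of this mixed background. Cd74 lies on another chromosome and was lower by a log2 difference of -1.64 (standard error 0.41), so sequence under H2 probe sets does not cover it. Its fall was part of the pattern and was known beforehand, so it is no separate evidence. Strain sequence outside the H2 region, at Cd74 included, was not tested. For H2-Aa, H2-Ab1 and H2-Eb1 strain sequence of the H2 region cannot be told apart. Of their 19 probe sets 84.2% were lower but unevenly, with an SD of 0.76 against a median standard error of 0.28. Less microglial activation as the whole cause is argued against by the plaque-associated list, whose median difference was 0.02 (SD of its members 0.19). Choroid plexus in the dissection as the whole cause of the interaction is argued against by the slope of the class II list mean on the choroid plexus score within groups, which accounts for -0.06 (standard error 0.08) of the interaction of -0.73 in list means. The score itself differed by 0.05 between the transgenic groups, with SDs of 1.23 in 5xFAD;eIF2α+/S51A and 1.20 in 5xFAD mice, so this difference is imprecise. An effect of the allele on class II genes stays open as a hypothesis, as do strain sequence and chance, since no gene was called.

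The remaining lists called for the interaction, 8 in all with MHC class II, had median log2 interactions of -0.35 for oligodendrocyte and myelin genes, 0.09 for the interferon response, -1.05 for the choroid plexus, -0.11 for the lysosome, 0.14 for reactive astrocytes, -0.10 for the unfolded protein response and -0.12 for amyloid precursor protein processing. None of these was called with an estimated correlation (adjusted p = 0.9479 for each). The choroid plexus score ranged from -1.45 to 1.18 within the wild-type group alone.

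The comparison of 5xFAD;eIF2α+/S51A with eIF2α+/S51A mice, for which the paper gives no count, called 176 genes.

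Exon usage, which the paper does not report on, differed between 5xFAD and wild-type mice for 144 genes by the F-test, 90 of which were also called at the gene level, and for 14 genes by both tests. Unequal response of probe sets to a rise of the whole gene was not separated from a change of exons. Of these 14, Ino80, Samsn1, Itgad, Serpina3b and Arl11 were not called at the gene level, and 8 were also called by both tests with the allele. Among the 14 are Thy1, whose probe sets differed by -0.22 to 2.32, as well as Cst7, Itgax and C1qb, so single values for these genes average unequal probe sets. The count of the F-test was 73 without 5xFAD replicate 2.

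In Ino80, which encodes a chromatin-remodelling ATPase, 1 probe set stood apart with a log2 difference of 3.82 between 5xFAD and wild-type mice (standard error 0.22, adjusted p = 3.53e-05 from limma over 244334 probe sets). Its signal was 7.09 ± 0.19 (SD, n = 3) in wild-type, 10.90 ± 0.36 (SD, n = 3) in 5xFAD, 10.80 ± 0.39 (SD, n = 3) in 5xFAD;eIF2α+/S51A and 7.31 ± 0.16 (SD, n = 3) in eIF2α+/S51A mice, and the interaction was -0.33 (standard error 0.32, adjusted p = 1.0000 from the same test). A change of the whole gene is argued against, since the median of its other 43 probe sets was 0.02 (SD 0.20). A transcript that is made only in transgenic mice, for example from the site where the transgenes are inserted, and sequence shared with the transgenes may account for it; both are hypotheses that were not tested, since no genome was used here.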

How the results depend on the processing

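The choroid plexus score as a covariate and the exon usage test with Simes' p were chosen only after the data were seen; all other alternatives were set before. No gene was called between 5xFAD;eIF2α+/S51A and 5xFAD mice, for the interaction or for the main effect of the allele under any alternative, arrays left out included (limma). Genes called in 5xFAD against wild-type mice numbered 310 at an adjusted p under 0.05 with any fold and 45 with probe sets one by one, a stricter rule by construction, and between 110 (without 5xFAD replicate 2; 114 without wild-type replicate 2) and 167 with an array left out, where fewer arrays were compared. In 5xFAD;eIF2α+/S51A against eIF2α+/S51A mice they numbered 314 and 42 in the same settings, and for the main effect of the transgenes 652 at an adjusted p under 0.05 and 494 under 0.02 with any fold. For eIF2α+/S51A against wild-type mice array weights gave 69 where every other setting gave 0; the cause was not tested. Lists called with an estimated correlation numbered 11 for 5xFAD against wild-type, 0 for 5xFAD;eIF2α+/S51A against 5xFAD and 0 for eIF2α+/S51A against wild-type mice. With a preset correlation the last comparison, with 5 lists called, gave 3 with quantile normalization, 3 with array number as a covariate, 3 with the choroid plexus score (1 higher, 2 lower), and 1 (without eIF2α+/S51A replicate 2) to 6 with an array left out, with 3 without eIF2α+/S51A replicate 1 and 2 without wild-type replicate 2. Between the transgenic groups, with 6 called at the preset correlation, 3 (without 5xFAD replicate 1 or 5xFAD;eIF2α+/S51A replicate 1) to 12 lists (without 5xFAD replicate 2) were called with an array left out; the causes were not tested. The correlation of the transgene effect without and with the allele was 0.58 with the median of probe sets, 0.61 with no background filter, 0.74 with the 75th percentile filter, which leaves out dim probe sets, and 0.53 (without eIF2α+/S51A replicate 3) to 0.67 with an array left out. Exon usage was called for 86 genes with the 75th percentile filter, for 14 by Simes' p, and for 73 (without 5xFAD replicate 2) to 124 with an array left out. Differences between the transgenic groups that are near 0 changed sign, none of them called: C1qb was at -0.01 with the median of probe sets, and with an array left out C1qb lay between -0.01 and 0.13, Cst7 between -0.53 and 0.02, Gfap between -0.19 and 0.10 and Tyrobp between -0.06 and 0.16. Over all genes that the rule names, 938 of 1005 values of called results kept their call and direction, 67 lost the call and 0 reversed; of 2486 values of results not called, 2328 stayed so with the same sign, 18 gained a call and 140 changed sign. The replicate block gave 165 called genes for 5xFAD against wild-type and 163 for 5xFAD;eIF2α+/S51A against eIF2α+/S51A mice, and moved no count by over 1.5 times; Vmn2r25 (adjusted p = 0.0321) and Aldh1l2 (0.0203) were not called with it. Replicate numbers did not pair the arrays: deviations of same-numbered arrays correlated between -0.32 and 0.32, 8 of 18 pairs above 0.1, and 4 of 12 arrays correlated best with their own number. The fit of only the arrays compared has no value of its own for the interaction and the main effects, which use all 12. Signal over background limits all counts, since genes below 5.35 on the log2 scale are not covered.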

Differences from the paper's values

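No test in this part was added after the data were seen, but the paper's fold changes of the regulators had been seen before these genes were chosen. The paper's count of differentially regulated genes between 5xFAD and wild-type mice is 106, and 175 genes were called here at the adjusted p and fold thresholds of the methods. The methods state the fold threshold for the transcripts taken to clustering, so whether the count of 106 used it is not certain. With any fold, 226 genes had an adjusted p under 0.02 here (limma). Of 22 alternatives set before the data were examined, 8 gave a count within 1.5 times the paper's: 144 with quantile normalization, 127 with only the arrays compared, 158 with array number as a covariate, 139 with the arrays shifted to the same median, 153 without 5xFAD replicate 1, 110 without 5xFAD replicate 2, 114 without wild-type replicate 2 and 120 without wild-type replicate 3. The other 14 did not: the mean or the median of the probe sets, no background filter, the 75th percentile filter, at least 4 probe sets per gene, the replicate block, Xist as a covariate, the intensity trend with robust estimation, array weights, adjusted p under 0.05 or under 0.02 with any fold, probe sets one by one, and leaving out wild-type replicate 1 or 5xFAD replicate 3. The largest list in the paper's Supplementary Table 1 counts 133 annotated genes, more than 106, and how these numbers relate was not settled here. The paper's fold changes of the 10 regulators tested here were met within 1.5 times, with ratios from 0.98 to 1.22. Its result of no gene between the transgenic groups was also obtained here. Both come from the same arrays, so they compare the processing and are not independent evidence.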

Other observations

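The explanations of the Churc1 pattern were tested only after it was seen; the list tests and the splits of the arrays were set before.

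Outside immunity, genes of cholesterol synthesis and transport were higher together in 5xFAD hippocampus. All 17 tested members lay above 0, with a median log2 fold change of 0.42, though none was called (limma, none adjusted over the list alone, 15 at an unadjusted p under 0.05), and the list rose with an adjusted p = 0.0162 with an estimated correlation. Sqle, which encodes squalene epoxidase, had a log2 fold change of 0.66 (standard error 0.09) and Fdps, an enzyme of isoprenoid synthesis, one of 0.53 (standard error 0.09), both short of the fold threshold. Sqle was called without 5xFAD replicate 2, at 0.70, and with the median of the probe sets as gene value, at 0.83 (adjusted p = 0.0027 from limma). With the allele the median of the list was 0.32 (adjusted p = 0.0343 with an estimated correlation). Of 16 genes of oligodendrocytes and myelin 1 rose (2 adjusted over the list alone), the transferrin gene Trf by 1.03 (standard error 0.13); the median was 0.37 and the adjusted p = 0.0835 with an estimated correlation. Of 15 general astrocyte markers none was called (limma, 1 adjusted over the list alone, 6 at an unadjusted p under 0.05), with a median of 0.08 (adjusted p = 0.1863 with an estimated correlation). The water channel gene Aqp4 among them had 0.85 (adjusted p = 0.0249 from limma), and was called without 5xFAD replicate 3, at 1.00.

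Of 37 ATF4 targets, genes of the response to phosphorylated eIF2α, 32 lay above 0 with the transgenes and 2 rose (2 adjusted over the list alone), Aldh1l2 by 0.96 (standard error 0.17) and Atf3 by 0.93 (standard error 0.17), with a list median of 0.10 (camera, adjusted p = 0.0016 with a preset and 0.2004 with an estimated correlation). The list mean per mouse was higher by 0.15, with every 5xFAD mouse above every wild-type mouse (exact permutation test, two-sided, p = 0.10, the smallest that 3 mice against 3 allow), and fry gave an unadjusted p = 0.0072. Aldh1l2 was not called without any 1 of the 6 arrays, at adjusted p-values between 0.0254 and 0.0484, nor with quantile normalization (0.0371) or the median of the probe sets as gene value (0.0867). Atf3 was not called without wild-type replicate 1 or 2 or 5xFAD replicate 2 or 3, at adjusted p-values between 0.0404 and 0.0676, nor with only the arrays compared (0.0228). None of 26 genes of the unfolded protein response was called (limma, none adjusted over the list alone, 3 at an unadjusted p under 0.05; median 0.10, adjusted p = 0.4252 with an estimated correlation), and none of 16 genes of eIF2 with its kinases and phosphatases (limma, 4 at an unadjusted p under 0.05; median 0.07, adjusted p = 0.5285 with an estimated correlation). Eif2ak3, which encodes PERK, had a log2 fold change of 0.25 (standard error 0.09, adjusted p = 0.3446 from limma). Of the 18 genes in the list of amyloid precursor protein processing only Thy1 was called (1 adjusted over the list alone, median 0.11, adjusted p = 0.3910 from camera with an estimated correlation). Thy1 sequences drive the transgenes, and transgene signal was not separated from that of mouse Thy1, so no gene of the processing itself was called.

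No neuronal marker was called. The median log2 fold change was -0.07 over 28 genes of excitatory neurons and synapses (limma, 1 at an unadjusted p under 0.05; adjusted p = 0.3898 with an estimated correlation), with Gria2 at -0.13 (standard error 0.08), and -0.02 over 15 genes of GABAergic neurons (adjusted p = 0.4599 with an estimated correlation), with Sst at -0.26 (standard error 0.11). Besides lists given above, those without a call by camera with an estimated correlation, and without a called member in limma, were oligodendrocyte precursors (median 0.15, adjusted p = 0.1615), immediate early genes (0.01, 0.8242), cholinergic genes (-0.05, 0.2593), serotonin receptors and transport (-0.02, 0.2474), endothelium and pericytes (-0.02, 0.4272), choroid plexus (0.44, 0.8242), thalamus and habenula (-0.02, 0.5552), striatum (-0.01, 0.3552), neocortex and subiculum (-0.07, 0.2960) and sex-linked genes (-0.04, 0.4509). In this comparison camera with a preset correlation called 19 lists. Besides the lists called with an estimated correlation and the ATF4 targets, those were, as lower, excitatory neurons and synapses (adjusted p = 7.23e-04) and neocortex and subiculum (0.0186), and, as higher, oligodendrocytes and myelin (2.11e-12), general astrocyte markers (0.0018), the unfolded protein response (0.0109), amyloid precursor protein processing (0.0121) and eIF2 with its kinases and phosphatases (0.0478). The red blood cell list had 4 tested members and a median of 0.11, and was left out of camera; its mean per mouse differed by 0.10 (exact permutation test, p = 0.30), and fry gave an unadjusted p = 0.7310. Between eIF2α+/S51A and wild-type mice camera with a preset correlation called 5 lists as higher, with medians of 0.12 for the interferon response, 0.06 for the lysosome, 0.15 for oligodendrocytes, 0.07 for the unfolded protein response and 1.12 for the choroid plexus, and 0 with an estimated correlation (smallest adjusted p = 0.7645). Their number was 3 without eIF2α+/S51A replicate 1, 1 without eIF2α+/S51A replicate 2 and 2 without wild-type replicate 2.

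Churc1, a zinc finger gene, had the third smallest p of the main effect of the allele and lies within 10 Mb of Eif2s1, the gene that carries the allele. Its log2 difference was -0.43 (standard error 0.08, adjusted p = 0.7413 from limma over all genes and 0.0251 over the 203 neighbours alone). All 7 of its probe sets were lower, between -0.77 and -0.18, 5 of them at an unadjusted p under 0.05 from limma. This cannot decide on a sequence difference under single probe sets, since Churc1 was picked by a gene value that summarizes these same probe sets. Sequence around the allele that changes neighbouring genes in general cannot be told apart for 1 gene: 2.46% of the neighbours had an unadjusted p under 0.05, against 2.46% of other genes (Fisher's exact test, p = 1.00). Within 5 Mb it was 4.94% of 81 genes against 2.45% (Fisher's exact test, p = 0.14), and within 20 Mb 3.02% of 232 genes against 2.46% (p = 0.52). An effect of sequence linked to the allele on Churc1 itself, and chance, stay open.

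The arrays were also split in other ways into groups of the same sizes. For the main effect of the transgenes, 1 of 100 splits, the real one, gave as many as the 219 called genes, the highest other count being 1, so a random split can be excluded there. For the interaction and the main effect of the allele the real split gave 0 calls (limma, 422 and 443 at an unadjusted p under 0.05), with highest other counts of 1 and 2. All 100 of 100 splits reach 0 by construction, so this decides nothing. Comparisons of 3 mice with 3 have 10 splits, too few for a share under 0.05: the real and the highest other counts of genes were 175 and 0 for 5xFAD against wild-type, 0 and 3 for 5xFAD;eIF2α+/S51A against 5xFAD, 0 and 0 for eIF2α+/S51A against wild-type, 176 and 0 for 5xFAD;eIF2α+/S51A against eIF2α+/S51A mice, and 144 and 24 for exon usage. For lists with a preset correlation they were 19 and 20, 6 and 16, and 5 and 9 in the first 3 of these comparisons, and 11 and 0 with an estimated correlation in the first. The number of splits that gave at least the real value was 1, 10, 10, 1 and 1 for the genes and exon usage, where 10 follows from a real value of 0. It was 2, 6 and 4 for the lists, and 1 with an estimated correlation.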
